A study of Mus musculus with 4 samples. Its data were reported in "SMAD4 target genes are part of a transcriptional network that integrates the response to BMP and SHH signaling during early limb bud patterning" (2021).

How the data were processed

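Chromatin accessibility was measured by ATAC-seq, in which a transposase cuts open chromatin and inserts sequencing adapters, in wild-type NMRI mouse embryos at 2 stages. Each stage had 2 biological replicates, and each replicate was the pair of forelimb buds of 1 embryo. The earlier stage is called E9.5 here, as in the sample titles, although the protocol gives embryonic day 9.75. Its samples kept the adjoining part of the trunk, whereas no trunk is named for the E10.5 samples. Stage and trunk tissue, as described, are therefore confounded in every comparison. The tissue label of the E10.5 samples also names hindlimb buds, while the source label and the protocol name forelimb buds only.

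The authors aligned the reads to mm9 with Bowtie, keeping reads with a single best position, and called accessible regions in each replicate with MACS without a control library. They combined the replicates of a stage with MSPC, which keeps a region on the joint evidence of both replicates. The stringent p-value was 1e-10 and the weak p-value was 1e-06. The deposited score of a region is the authors' own, 10 times the negative log10 of the best MACS p-value among the overlapping replicate regions, so it grows with sequencing depth. The lowest scores were 60.52 at E9.5 and 60.44 at E10.5, just above the 60 that corresponds to the weak p-value. Exactly 3100 was the score of 682 E9.5 and 355 E10.5 regions, and 161 and 95 regions scored higher. Scores of at least 3100 were treated as the limit of the score, beyond which the order of regions carries little information. Within a list, scores were used to rank and filter regions and to compare shared with stage-specific regions. Across the lists, they entered the rank correlation and rank differences of shared regions, and a fixed score of 120 marked weak partners.

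The files analysed here held 1 combined list of regions per stage. Values per replicate and read totals were not used, so sequencing depth is unknown, no difference between the stages has a replicate error, and no test with embryos as replicates was made. All permutation tests describe these 2 lists and not the variation between embryos. Shares carry a 95% Wilson interval, which covers counting error only and treats regions as independent. Where a count was 0, the share that 3 counts would give is stated as the upper limit.

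A region was called shared when it overlapped a region of the other list by at least 1 bp, and stage-specific otherwise. Overlap by chance was estimated by shifting the E9.5 regions of each chromosome together around the span from its first to its last region, with 1000 draws and a one-sided p. Shared and stage-specific regions of a list were compared by the difference within each of the 19 autosomes, with a two-sided sign-flip permutation test of 100000 resamples and Benjamini-Hochberg adjustment over the 6 comparisons. For windows of 1 Mb with at least 10 regions, the shared and stage-specific designations were permuted 10000 times within chromosome and score decile (one-sided), and an adjusted p-value under 0.05 was the threshold. Spearman's rho of the scores was taken across shared regions, which are not replicates, with the best-scoring partner of each E9.5 region.

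Regions were annotated with GENCODE vM1 on the NCBIM37 assembly, which has the same chromosome lengths as mm9, and 0 regions ran past a chromosome end. The annotation held 22380 protein-coding genes with 70064 transcription starts. A region was promoter-proximal when its centre lay within 2.5 kb of a transcription start of a protein-coding gene, the distance the study used, and distal otherwise. Gene symbols are those of this annotation, and Foxf1 was matched through a synonym. GC content was taken from the 301 bp around the centre of each region.

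The tests of shared against stage-specific regions, the shift and window tests, the overlap of 1 bp, the promoter distance and the following naming rule were fixed before the data were examined. In each list, the 5 highest-scoring regions, the 5 highest-scoring stage-specific regions and the 5 windows with the smallest adjusted p-value and then the largest excess were named, with ties in score broken by width. Genes singled out from a list were chosen after their values were seen. Gene lists fixed at the same time were 14 anterior SMAD4 targets, 10 cholesterol genes and 9 signalling genes named in the study, and 16 limb and 16 trunk genes, of which 15 trunk genes were matched. The 3 hindlimb genes (Tbx4, Pitx1, Isl1), the forelimb gene Tbx5 and 12 short sequence motifs were chosen once the lists had been inspected for their format, before their tests were run. Trunk and limb genes were compared by a two-sided permutation of genes between the lists with 100000 resamples, on the E9.5-specific minus the E10.5-specific regions nearest a gene, as a percentage of all regions nearest it. The analyses of GC content, the comparison of windows within GC quintiles or promoter class, and the 10000 random gene lists, drawn from genes with a like number of regions and not matched on GC content, were added after the main results were seen.

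Alternatives were a reciprocal overlap of at least 50%, a centre inside a region of the other list, the higher-scoring 50% or the 10000 highest-scoring regions of each list, merging of regions less than 100 bp apart, autosomes only, promoter distances of 1 kb and 5 kb, and other settings of the shift and window tests. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9. The overlap counts were checked against bedtools 2.31.1, which gave the same 29883 regions, and the same 28395 regions at 50% reciprocal overlap. The window test was tested on simulated designations at the real positions. It recovered 19 of 20 enriched windows among 1590 tested with 0 false windows, and called 0 windows in 1 draw without enrichment. The enriched windows were drawn from E9.5 windows with at least 20 regions. Their probability of a stage-specific designation was raised by 50 percentage points. Smaller windows, weaker excesses, the E10.5 list and permutation among regions of like GC content were not simulated, so sensitivity for these is unknown. In 500 simulated sets of differences centred on 0, the sign-flip test gave a p-value under 0.05 in 4.2%.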

Results

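Accessible chromatin was profiled by ATAC-seq in forelimb buds of wild-type mouse embryos at E9.5 and E10.5, with 2 biological replicates per stage that the authors combined into 1 list of regions per stage. In the study these lists served to restrict SMAD4 binding sites to open chromatin. The E9.5 list held 42613 regions covering 57284602 bp, and the E10.5 list held 46765 regions covering 55999818 bp. The median width was 1100 bp at E9.5 (95% interval of the median 1093 to 1106 bp) and 1000 bp at E10.5 (995 to 1005 bp). The median score was 260.35 at E9.5 and 241.31 at E10.5. At the limit of the score were 843 E9.5 regions (1.98%) and 450 E10.5 regions (0.962%). Restricting each list to its higher-scoring 50% raised the median width most, to 1553 bp at E9.5 and 1354 bp at E10.5.

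The first question was how far the accessible regions of the stages coincide. Of the E9.5 regions, 29883 (70.1%, 95% interval 69.7 to 70.6%) overlapped an E10.5 region, which left 12730 E9.5-specific regions. Of the E10.5 regions, 30375 (64.95%, 64.5 to 65.4%) overlapped an E9.5 region, which left 16390 E10.5-specific regions. The lists had 38.05 Mb in common, 50.6% of all bases covered by either. Single E9.5 regions spanned 2 or more E10.5 regions in 653 cases, and the converse held for 200 E10.5 regions. The shared percentage moved most when the higher-scoring 50% of a list was set against the whole other list, a setting added after the data were seen, to 89.2% for E9.5 and 81.9% for E10.5. After shifting, 1990 ± 60.3 (SD, 1000 draws) E9.5 regions overlapped an E10.5 region, and the highest draw gave 2767. The observed overlap was 15.01-fold higher (one-sided permutation p = 0.001, the smallest that 1000 draws can give). The fold was 45.5 when a reciprocal overlap of at least 50% was required.

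Shared regions had higher scores than stage-specific regions of the same list. In the E9.5 list the median score was 432.78 for shared and 145.08 for stage-specific regions, a mean difference over the 19 autosomes of 285 ± 56.9 (SD). In the E10.5 list the medians were 361.52 and 152.55, with a mean difference of 206 ± 20.2. The difference had the same direction on 19 of 19 autosomes in both lists (sign-flip permutation p = 2e-05, adjusted p = 2e-05). Shared regions were also wider, by 346 ± 40.9 bp at E9.5 and 285 ± 24.8 bp at E10.5, on 19 of 19 autosomes in each list (permutation p = 2e-05, adjusted p = 2e-05). Across the 29883 shared E9.5 regions, the rank correlation with the score of the E10.5 partner was 0.758, and lay between 0.754 and 0.762 when single chromosomes were left out. With a reciprocal overlap of at least 50% it was 0.793.

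The stage-specific share fell with the score. In the lowest score decile 59.4% of E9.5 regions (58.0 to 60.9%) and 60.6% of E10.5 regions (59.2 to 62.0%) were stage-specific. In the highest decile the shares were 0.117% at E9.5 (5 of 4261 regions, 0.0501 to 0.274%) and 1.18% at E10.5 (55 of 4676 regions, 0.905 to 1.53%). In the eighth decile they were 5.98% (5.31 to 6.74%) and 18.0% (16.9 to 19.1%). Of the regions at the limit of the score, 0 of 843 at E9.5 and 0 of 450 at E10.5 were stage-specific, which allows shares of up to 0.356% and 0.667%.

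**Figure D1:**
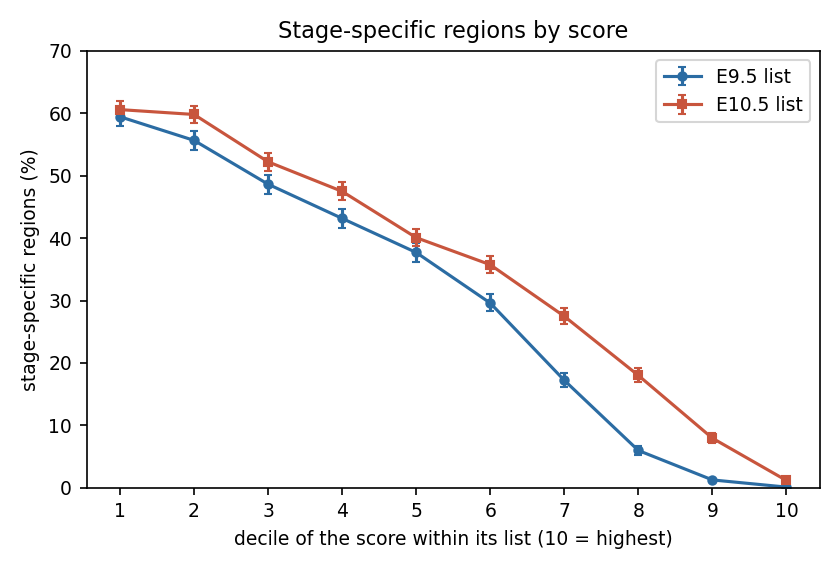
Percentage of regions that are stage-specific (vertical axis) in each decile of the score within its list (horizontal axis, 10 is the highest), for the E9.5 list (circles) and the E10.5 list (squares), with bars for the 95% Wilson interval. The share falls from 59.4% to 0.117% at E9.5 and from 60.6% to 1.18% at E10.5.

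The position of the regions relative to genes was compared next. Promoter-proximal regions made up 38.3% of the E9.5 list (37.9 to 38.8%) and 32.9% of the E10.5 list (32.5 to 33.3%). Among the 10000 highest-scoring regions the percentages were 85.5% and 73.3%. Shared regions were promoter-proximal in 47.5% of cases at E9.5 and 48.0% at E10.5. In contrast, 16.9% of the E9.5-specific regions (16.2 to 17.5%) and 4.98% of the E10.5-specific regions (4.66 to 5.33%) were promoter-proximal. The mean difference between shared and stage-specific regions over the 19 autosomes was 30.3 ± 3.07 percentage points (SD) at E9.5 and 42.2 ± 4.69 at E10.5, in the same direction on 19 of 19 autosomes (sign-flip permutation p = 2e-05, adjusted p = 2e-05, in both lists). The median distance to the nearest transcription start was 20.1 kb for E9.5-specific and 57.5 kb for E10.5-specific regions, and 18.5% and 36.4% of them lay at least 100 kb away. Of 22380 protein-coding genes, 13887 had a region within 2.5 kb of a transcription start at both stages, 839 at E9.5 only, 259 at E10.5 only and 7395 at neither.

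**Figure D2:**
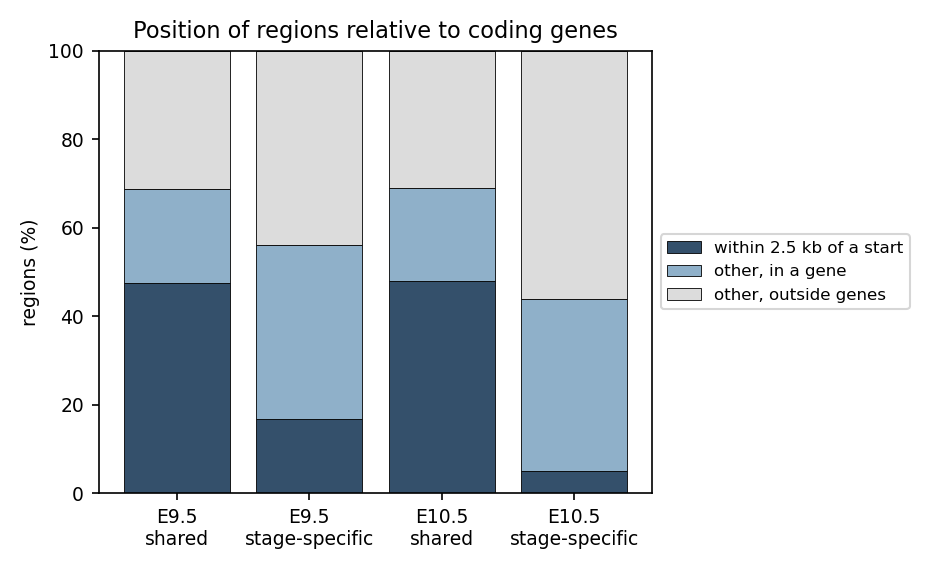
Percentage of shared and stage-specific regions of each list (bars) that lie within 2.5 kb of a transcription start, elsewhere in a protein-coding gene, or outside genes. The promoter-proximal part is 47.5% and 48.0% for shared regions, 16.9% for E9.5-specific and 4.98% for E10.5-specific regions.

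The lists also differed between chromosomes. The E10.5 list held 1.32 times as many regions as the E9.5 list on chromosome 3 and 0.867 times as many on chromosome 11, the extremes among the autosomes. Over the 19 autosomes, the log2 ratio of region counts (E10.5 over E9.5) fell with the GC content of the chromosome, which ran from 40.5 to 43.8%. Pearson's r was -0.968 and Spearman's rho was -0.954 (permutation p = 1e-05 each, adjusted p = 1.5e-05, the family being 3 relations). Without chromosomes 3 and 11, the farthest from the median GC content, r was -0.941. For distal regions alone r was -0.959 and rho was -0.953 (permutation p = 1e-05 each, adjusted p = 1.5e-05), and r was -0.924 without the same chromosomes. For promoter-proximal regions r was -0.762 (permutation p = 0.00016, adjusted p = 0.00016) and rho was -0.714 (permutation p = 0.00081, adjusted p = 0.00081), and r was -0.668 without them. Distal E9.5-specific regions had a median GC content of 50.8% and distal E10.5-specific regions 44.2%, against 50.8% and 50.5% for the distal shared regions of the lists. The difference between the stage-specific classes was 6.59 ± 1.05 percentage points (SD over 19 autosomes), in the same direction on 19 of 19 (permutation p = 2e-05).

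**Figure D3:**
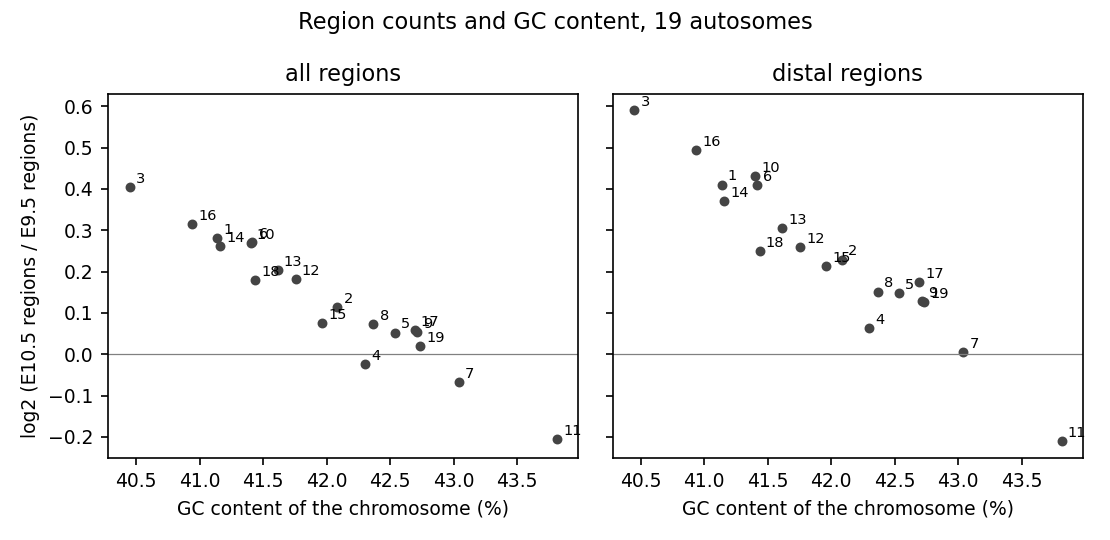
Log2 ratio of the number of E10.5 regions to the number of E9.5 regions (vertical axis) against the GC content of the chromosome in percent (horizontal axis) for all regions (left) and distal regions (right), with each point 1 of the 19 autosomes. The ratio falls with GC content in both panels, with r of -0.968 and -0.959.

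Windows rich in stage-specific regions were sought to locate clustered differences. At E9.5, 16 of 1590 windows passed the threshold, and 130 had an unadjusted p under 0.05. At E10.5, 136 of 1906 windows passed, and 361 had an unadjusted p under 0.05. When the designations were permuted among regions of like GC content as well, a setting added after the data were seen, 14 windows passed at E9.5, of which 13 were among the 16. At E10.5, 0 windows then passed, 129 had an unadjusted p under 0.05, and the smallest adjusted p was 0.327.

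Each of the 5 named E9.5 windows had a permutation p of 0.0001, the smallest that 10000 draws can give, and an adjusted p of 0.0199, and had the same values among regions of like GC content. The first was chromosome 11, 96000001 to 97000000 (mm9), which holds the HoxB genes from Hoxb1 to Hoxb13. It had 50 E9.5-specific regions among 79, against 27.6 expected and 28.7 expected at like GC content. These were not confined to the HoxB genes and reached the start of Tbx21 (96975953 to 96976860). The window at chromosome 5, 94000001 to 95000000, contained 20 E9.5-specific regions among 21 (5.34 expected) and a family of predicted genes around C87414, where the median region had 0.44% of its 24-base words in another of these regions. The others were chromosome 2, 29000001 to 30000000 (23 of 43, 10.6 expected), chromosome 5, 113000001 to 114000000 (27 of 37, 15.2 expected), and chromosome 13, 55000001 to 56000000, which includes Pitx1 (21 of 46, 9.34 expected).

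The 5 named E10.5 windows had a permutation p of 0.0001 and an adjusted p of 0.00657, but none passed among regions of like GC content (adjusted p from 0.327 to 0.615, unadjusted permutation p from 0.0008 to 0.0286). The first was chromosome 7, 103000001 to 104000000, largely taken up by Odz4, with 23 E10.5-specific regions among 39 (9.19 expected, 13.4 at like GC content). Chromosome 9, 87000001 to 88000000, with Tbx18, had 24 of 38 (10.4 and 16.7 expected). Chromosome 19, 34000001 to 35000000, had 24 of 36 (11.1 and 17.6 expected). Chromosome 2, 133000001 to 134000000, in which Bmp2 is the only protein-coding gene with a transcription start, had 25 of 34 (12.1 and 17.03 expected). Chromosome 2, 106000001 to 107000000, had 28 of 47 (16.1 and 21.96 expected).

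**Figure D4:**
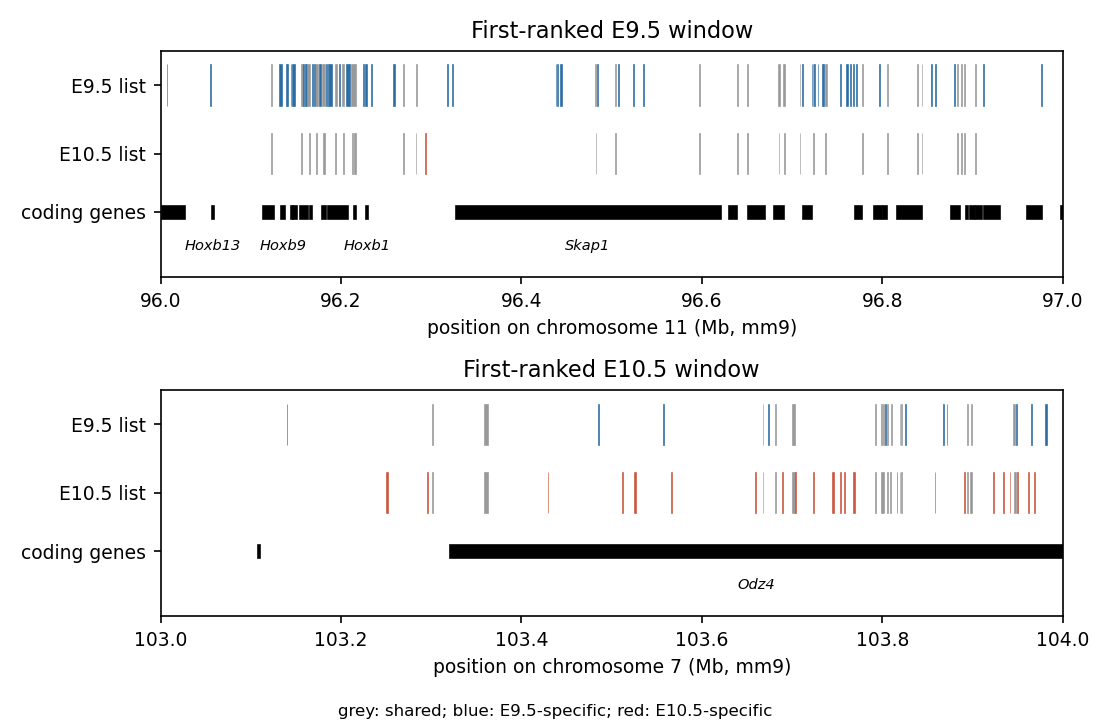
Regions of the E9.5 and E10.5 lists and protein-coding genes along the first-ranked window of each stage, with position in Mb on the horizontal axis; grey marks shared regions and colour marks stage-specific regions. The upper window has 50 E9.5-specific regions among 79, and the lower has 23 E10.5-specific regions among 39.

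The 5 highest-scoring regions of each list lay within 1 kb of a transcription start. Their scores were above the limit of 3100, where the order of regions carries little information. They are thus not shown to be stronger than the 682 E9.5 and 355 E10.5 regions at exactly 3100. At E9.5, 8 regions shared the highest score of 3233.06, and the 5 widest were at the starts of Pim3 (chromosome 15, 88691753 to 88695664), Ell (chromosome 8, 73061695 to 73065330), Egr1 (chromosome 18, 35018725 to 35022356), 1200016B10Rik (chromosome 1, 153274027 to 153276833) and Sap30 (chromosome 8, 59965136 to 59967905). At E10.5 they were at the starts of Ing3 (chromosome 6, 21898868 to 21900720, score 3230.05), Zdhhc17 (chromosome 10, 110445735 to 110448714, 3228.29), Mex3b (chromosome 7, 90012694 to 90019017, 3227.04), Arl13b (chromosome 16, 62845983 to 62847556, 3226.07) and Stt3b (chromosome 9, 115217845 to 115220738, 3225.28). The highest-scoring E9.5-specific regions were on chromosome 5 at 93959521 to 93965988 (score 2596.04, in Gm16427), 94004696 to 94010978 (2231.32, outside genes) and 94095650 to 94102107 (1866.94, in C87414), then on chromosome 2 at 137530379 to 137533120 (1685.47, 551 kb from Btbd3) and 74569826 to 74575286 (1681.25, in Hoxd3). The highest-scoring E10.5-specific regions were on chromosome 6 at 73559869 to 73563377 (2647.65), chromosome 3 at 7943200 to 7944735 (2440.42), chromosome 8 at 99561804 to 99564627 (2326.76), chromosome 2 at 80235861 to 80238125 (2183.25) and chromosome 11 at 36844137 to 36845958 (2157.95). The last lay in Odz2. The others lay outside protein-coding genes, 142, 330, 527 and 41.8 kb from the nearest transcription start, that of Frzb for the region on chromosome 2.

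Genes discussed in the study were examined next. SMAD4 targets among them were selected with the help of these lists, so their open promoters are not independent evidence, while others, such as Shh and Gli1, were discussed for their part in signalling. All 14 anterior SMAD4 targets, 10 cholesterol genes and 9 signalling genes had a region within 2.5 kb of a transcription start at both stages. Of the regions nearest the anterior targets, 40 of 125 (32.0%, 24.5 to 40.6%) were E9.5-specific and 24 of 116 (20.7%, 14.3 to 28.9%) were E10.5-specific. Of genes chosen after their values were seen, Id2 (chromosome 12, 25778666 to 25780957) had 4 of 8 and 0 of 7, and Smad6 (chromosome 9, 63800953 to 63869866) had 6 of 12 and 0 of 7. Sfrp2 (chromosome 3, 83570243 to 83578238) went the other way, with 3 of 8 and 9 of 14. The cholesterol genes had 4 of 19 and 2 of 17. The signalling genes had 22 of 71 (31.0%, 21.4 to 42.5%) and 34 of 85 (40.0%, 30.2 to 50.6%), of which Bmp2 (chromosome 2, 133377895 to 133388621) contributed 5 of 14 and 21 of 30, around the window that did not pass among regions of like GC content. The mean difference between the E9.5-specific and E10.5-specific regions of a gene lay at percentile 97.1 of 10000 random lists matched on the number of regions, but not on GC content, for the anterior targets, at 70.7 for the cholesterol genes and at 62.6 for the signalling genes. The anterior targets were selected with the help of the E9.5 list, and the random genes were not. Percentile 97.1 may thus be partly built in, and the percentiles were not adjusted for the number of lists.

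Limb and trunk genes were compared because trunk tissue is named for the E9.5 samples and not for the E10.5 samples. Near the 15 trunk genes, 44 of 123 E9.5 regions (35.8%) and 32 of 113 E10.5 regions (28.3%) were stage-specific. Near the 16 limb genes these were 32 of 124 (25.8%) and 50 of 146 (34.2%). Fgf10 (chromosome 13, 119458598 to 119580922), singled out after its values were seen, had 2 of 6 and 15 of 19. Counted by gene, 8 limb genes had more E9.5-specific than E10.5-specific regions and 6 had fewer. Among trunk genes these were 7 and 4. The mean difference per gene was 6.05 ± 19.2 percentage points (SD) for trunk genes and -0.14 ± 27.8 for limb genes. The lists were 6.19 points apart, which was within the spread between genes (permutation p = 0.483). In the higher-scoring 50% of each list, a setting added after the data were seen, 15 trunk and 14 limb genes had regions and were 45.3 points apart (permutation p = 0.0237). There, a region whose only partner fell in the lower-scoring 50% of the other list also counted as stage-specific. The 45.3 and 6.19 points are therefore unlike measures. All 16 limb genes had a promoter region at E9.5 and 14 at E10.5, the exceptions being Fgf8 and Hoxa13, and all 15 trunk genes had one at both stages. The E9.5 promoter regions of Fgf8 and Hoxa13 scored 209.05 and 128.38, below the E9.5 median of 260.35. A missed weak region at E10.5 therefore stays open for both.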

Values the study reported

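The study reported 306 SMAD4 target genes in early forelimb buds and 214 at E10.5, selected with the help of these accessible regions. It reported 2073 SMAD4 ChIP-seq peaks at the earlier stage and 6185 at E10.5.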

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

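The alternatives for trunk and limb genes and for windows within GC or promoter classes, and the other settings marked so, were chosen after seeing the data. No paired analysis was possible because each stage has 1 combined list, so the shared replicate numbers in the labels carry no values. Leaving out each replicate in turn was not run for the same reason. Promoter-proximal shares per stage do not use the overlap, so the reciprocal overlap was not run for them. Of 106 alternatives, 65 kept a tested result on its side of the threshold, a count or covered length within 1.5 times, or another value within its interval or its range when single chromosomes were left out, though some of the tested values changed in size. Another 40 moved a value further, 1 took a comparison past its threshold, and 0 turned a direction around. The cause of the changes was not tested, except where the setting itself removes regions.

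Keeping the higher-scoring 50% of each list left by construction 21306 and 23382 regions (E9.5 and E10.5 in this order throughout), 37.4 and 35.6 Mb, and median widths of 1553 and 1354 bp. The shared percentage became 74.1 and 68.1%, the bases in common 53.3%, the rank correlation 0.753, the promoter-proximal share 61.3 and 50.8%, and the windows 4 and 35. Sharing was judged between the reduced lists, so a region whose partner had been left out counted as stage-specific. The trunk and limb genes were then 45.3 points apart (permutation p = 0.0237), against 7.94 points (permutation p = 0.396) at reciprocal overlap of the whole lists. With the 10000 highest-scoring regions, the shared percentage was 76.4 and 76.8%, the bases in common 56.7%, and the promoter-proximal share 85.5 and 73.3%.

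Reciprocal overlap of at least 50% gave 66.6 and 60.7% shared regions, a rank correlation of 0.793, and 32 and 65 windows. With the centre inside a region of the other list, 68.9% of E9.5 regions were shared. The higher-scoring 50% of a list against the whole other list gave 89.2 and 81.9%, and scores below the limit gave a rank correlation of 0.737, both chosen after seeing the data. Promoter-proximal shares were 33.3 and 28.6% within 1 kb, 44.6 and 37.8% within 5 kb, and, in settings chosen after seeing the data, 40.1 and 34.1% from the edge of the region and 41.3 and 35.5% with transcription starts of all gene types. The E9.5 share stayed above the E10.5 share in all of these.

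The E10.5 windows depended most on the setting. There were 44 with windows of 500 kb and 50 with at least 20 regions per window. In settings chosen after seeing the data, there were 46 when the designations were permuted within promoter class, and 0 when permuted among regions of like GC content, with 129 at an unadjusted p under 0.05. Of the E9.5 windows, 12 and 13 of the 16 passed in these 2 settings.

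The differences in score, width and promoter-proximal share between shared and stage-specific regions kept their direction and a permutation p of 2e-05 in every alternative run, and the overlap stayed 14.8-fold to 45.5-fold above shifted positions. Unknown depth limits what a stage-specific region means, since a weaker library lists fewer weak regions.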

Other observations

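The tests on the highest score decile, trunk tissue, hindlimb tissue and motifs were chosen before their results were seen, the test of windows within GC classes was chosen after the main window result but before its own, and the other tests were chosen only after the result in question, or one closely tied to it, was seen.

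Regions listed at 1 stage only may be weak regions that passed the calling threshold in one list and just missed it in the other. The test fixed first asked whether the stage-specific share fell under 1% in the highest score decile. It came out differently for the lists: the share was 0.117% at E9.5, below that value with its interval, and 1.18% at E10.5, with an interval of 0.905 to 1.53% that leaves it undecided. A further test, added once this was known, asked whether regions in the higher-scoring 50% of a list have partners just past the threshold about as often as they have none. Regions with no partner outnumbered those with a partner scoring under 120 by 3.51 to 1 at E9.5 (2309 against 658) and 6.19 to 1 at E10.5 (4225 against 683). Near misses alone thus do not account for the stage-specific regions of the higher-scoring 50%, unless the combination of replicates removed whole regions from 1 list, which was not tested.

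The relation of the lists to GC content may come from a GC bias between the libraries. It predicts that, among shared regions, the score rank at E9.5 minus that at E10.5 rises with GC content in promoter-proximal and distal regions alike. Spearman's rho averaged over the 19 autosomes was 0.282 ± 0.065 (SD) for 13338 promoter-proximal and 0.301 ± 0.0537 for 15605 distal shared regions, positive on 19 of 19 autosomes in both (permutation p = 2e-05). The larger promoter-proximal share of the E9.5 list does not account for it, since r was -0.959 among distal regions alone. A GC bias between libraries stays open, and so does a change between the stages, or with the trunk tissue named for E9.5, towards distal elements in AT-rich sequence. These were not separated here, as read-level data were not used.

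GC content bears on the windows unequally. Among regions of like GC content, 81.2% of the E9.5 windows passed the threshold again, whereas 0% of the E10.5 windows did. At E10.5, 129 of 1906 windows still had an unadjusted p under 0.05. The windows with Bmp2 (25 E10.5-specific regions, 17.03 expected at like GC content, permutation p = 0.0008), Tbx18 (24, 16.7 expected, permutation p = 0.0024) and Odz4 (23, 13.4 expected, permutation p = 0.0009) stayed above expectation, each with an adjusted p of 0.327. GC content may thus account for part of their excess, and whether it accounts for all of it stays open. The E9.5 window that includes the HoxB genes is not accounted for in this way. Stage and trunk tissue stay open for it, untested.

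Short motifs were counted in the 301 bp around the centre of 10471 distal E9.5-specific and 15186 distal E10.5-specific autosomal regions. Of 12 motifs, 11 differed between the classes, and 7 of these differed in the same direction within bins of GC content (adjusted p under 0.05). GC content as binned thus does not account for those. GC differences left within the 10 bins, the outermost of which were open-ended, were not removed. They weigh least on AGATAA and ACAAWG, whose differences grew within the bins. The GATA motif AGATAA was 9.88 ± 2.08 points (SD over 19 autosomes) more frequent in E9.5-specific regions of like GC content, and the SOX motif ACAAWG 14.4 ± 2.43 points, on 19 of 19 autosomes each (permutation p = 2e-05, adjusted p = 6e-05). The motif TAATTA was more frequent in E10.5-specific regions on 18 of 19 autosomes, with a difference of -4.16 ± 2.36 points (permutation p = 2e-05), as was the E-box CATCTG, with -4.19 ± 2.77 points (permutation p = 2e-05, adjusted p = 6e-05 for both). Without GC bins the differences were 4.20 points for AGATAA, 6.57 for ACAAWG, -9.43 for TAATTA and -3.88 for CATCTG. Their direction thus held, but the size of the first 3 depended on the matching. The E-box CAGCTG changed direction, from 5.92 to -1.62 points within GC bins, and the BMP-SMAD motif GGCGCC no longer differed (-0.303 points, permutation p = 0.0723, adjusted p = 0.0867). Stage and trunk tissue are both open for these differences, and the design confounds them.

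Trunk tissue was also tested with genes. The trunk and limb lists were 6.19 points apart (permutation p = 0.483), and in the higher-scoring 50% of each list, a setting chosen after seeing the data, 45.3 points (permutation p = 0.0237, against 0.396 at reciprocal overlap). In the higher-scoring 50%, regions whose only partner fell in the lower-scoring 50% of the other list also counted as stage-specific. Trunk tissue and stage cannot be told apart, since trunk is named for every E9.5 sample and for no E10.5 sample. The trunk list lay at percentile 97.0 of 10000 random lists matched on the number of regions, the limb list at 72.4 and the hindlimb list at 96.4, with no matching on GC content. Expression was not measured here, and the limb list shares Shh and Grem1 with the signalling genes, Lhx2 with the anterior targets and Tbx5 with the forelimb list. How many trunk genes the limb bud also expresses was not tested.

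Hindlimb tissue in the E10.5 samples would add E10.5-specific regions near Tbx4, Pitx1 and Isl1. Of 25 such E10.5 regions, 36% were E10.5-specific (9 regions, 20.2 to 55.5%), against 35.05% in the genome (Fisher's exact test, p = 1). The genes differed in direction. Isl1 had 2 of 12 E9.5-specific and 7 of 17 E10.5-specific regions, the predicted direction. Tbx4 had 3 of 8 and 2 of 7. Pitx1 went the other way, with 5 of 6 and 0 of 1, and with a promoter region at E9.5 and none listed at E10.5. The forelimb gene Tbx5 had 2 of 4 and 1 of 3. These counts are too few to exclude a small amount of hindlimb tissue.

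Chromosome X held 1.86% of the E9.5 and 2.34% of the E10.5 regions. Both lists had chromosome Y regions (21 at E9.5, 23 at E10.5) and a region at the start of Xist. Listed regions do not give the proportion of male and female cells, so a different mix of the sexes remains open. The autosomal relation to GC content, extended to the 39.2% of chromosome X, predicted a log2 ratio of 0.61 where 0.46 was found. The gap of -0.15 was outside the autosomal residuals (-0.10 to 0.05). Among distal regions the gap was 0.0781, within the residuals (-0.11 to 0.09). Among promoter-proximal regions it was -0.0311, also within the residuals (-0.09 to 0.06). GC content may thus account for both parts taken separately. Why the gap over all regions lay outside was not tested, and it does not rule out GC content for the parts. Chromosome X lies outside the GC range of the autosomes, so the line was extrapolated.

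Regions over 10 kb at the limit of the score, 10 at E9.5 and 8 at E10.5, may lie in sequence with more copies in the animals than in the reference. Such regions should lie away from transcription starts more often than others at the limit. At E9.5, 70% had an edge within 2.5 kb of a start, against 95.2% of the 833 others (Fisher's exact test, p = 0.0116). At E10.5 the values were 87.5% and 89.6% of 442 (Fisher's exact test, p = 0.589), which decides nothing. All regions at the limit were shared, so sharing could not be used. Several of the wide regions neighbour each other at Sfi1 and Cwc22 in both lists and are not independent. At E9.5 the same holds at Mid1 on chromosome X and for regions nearest Gm3395 on chromosome Y. Fisher's exact test treats all of them as independent, so the E9.5 result is weaker than its p-value.

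The E9.5-specific regions at 94000001 to 95000000 on chromosome 5 lie in a family of similar predicted genes, and a copy number that differs between animals is a candidate explanation. The median region shared 0.44% of its 24-base words with the others, where the median was 0% in all 409 other windows with at least 10 E9.5-specific regions. By the mean, 1.04%, 2 other windows were as high. Only reads with a single position were kept, which holds such sharing low whatever the cause, so a copy number difference and a stage difference cannot be told apart.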
